# Transcriptomic profiling of the central amygdala in a rat model of diabetes-associated neuropathic pain

**DOI:** 10.1038/s41597-026-07292-2

**Published:** 2026-04-20

**Authors:** Xiaomin Nie, Jinling Yan, Xiangjie Song, Jiayin Yue, Aijun Jiang, Sijia Chu, Wei Wang

## Abstract

Painful diabetic neuropathy (PDN) is a debilitating complication of diabetes, yet its central nervous system pathogenesis remains poorly understood. We investigated transcriptomic alterations in the central amygdala (CeA) in a diabetic rat model exhibiting neuropathic pain behavior. Male Sprague-Dawley rats were intraperitoneally injected a single dose of streptozotocin to induce diabetes. Six weeks following administration, the development of neuropathic pain was confirmed by the von Frey filament test. Subsequently, RNA sequencing of the CeA tissues was performed. This dataset provides a transcriptomic resource of the CeA in a rat model of diabetes-associated neuropathic pain, which is publicly available to facilitate research into the central mechanisms of PDN.

## Background & Summary

Diabetes has become a global health crisis^1^, with more than half of patients developing neuropathy and up to one-third progressing to painful diabetic neuropathy (PDN)^2^. PDN typically originates in the distal limbs and manifests as symmetrical burning, electric shock, or acupuncture-like pain that is often more severe at night. This condition is frequently accompanied by allodynia and hyperalgesia. PDN presents with heterogeneous phenotypes. The characteristics of patients who will encounter PDN are currently unpredictable^3^. The clinical treatment of PDN relies primarily on analgesics; however, even with polypharmacy, only approximately one-third of patients achieve effective pain relief^4^. The variability in drug response and the limited efficacy of treatments^3^ underscore the need for further exploration into the underlying mechanisms of PDN.

The pathogenesis of PDN involves both peripheral and central mechanisms^5^. Peripheral factors include glycolipid toxicity, which damages nerves via vascular and metabolic pathways, such as nerve hypoxia, the polyol pathway, and the activation of protein kinase C enzymes. Central mechanisms involve alterations at both the spinal cord and brain levels, where structural and functional changes contribute to the amplification of nociceptive processing. Neuroimaging studies have demonstrated that structural alterations in the thalamus, hypothalamus, primary somatosensory cortex, ventrolateral periaqueductal gray and amygdala may contribute to the sensory phenotypes of PDN^6–9^. Notably, the latter two regions are recognized as key nodes in the descending pain modulatory system (DPMS)^10^. More than half of patients who experience chronic neuropathic pain also suffer from mood disorders, such as depression and anxiety, creating a mutually reinforcing cycle that exacerbates both conditions^11^. These findings highlight the importance of central mechanisms and suggest that the brain nuclei involved in processing pain and emotion should be focal points for further investigation.

The amygdala, a complex cluster of nuclei within the limbic system, has traditionally been associated with emotional and motivational processes. Recent studies have further identified the amygdala as a neural basis for emotional responses to pain^12^. Specifically, the central amygdala (CeA), often referred to as the “nociceptive amygdala”, houses numerous neurons that process pain-related information. The CeA can amplify or inhibit pain signals through opposing changes in the excitability of various subpopulations of GABAergic neurons, functioning as a “rheostat” for pain modulation^13^. Additionally, somatostatin-expressing neurons in the CeA may mediate comorbid depressive symptoms in chronic pain^14^. Long-term depression (LTD) in the lateral/basolateral nucleus of the amygdala (LA/BLA)-CeA synapse pathway underlies the comorbid aversive and depressive symptoms of neuropathic pain^15^. Consequently, the CeA is a critical target for the treatment of chronic neuropathic pain and pain-related mood disorders.

Despite the limited research on the connection between PDN and the amygdala, existing studies have identified a reduction in white matter connectivity in the amygdala of PDN patients^9^. Neuroimaging studies in diabetic rats have revealed significant activation of brain regions involved in pain processing, including the amygdala^16^. Previous studies have indicated a potential association between the amygdala and PDN from a structural perspective. However, a comprehensive transcriptomic profile of the CeA in PDN is still lacking. In this study, we performed RNA sequencing on CeA tissues to generate a publicly accessible transcriptomic dataset from a rat model of diabetes-associated neuropathic pain. This resource aims to facilitate the exploration of molecular mechanisms in PDN.

## Methods

### Animals

Male Sprague-Dawley rats aged 6 weeks and weighing 120–140 g were acquired from GemPharmatech (T005818, Nanjing, China). The rats were group-housed under a 12 h light/dark schedule (lights from 07:00–19:00) with food and water ad libitum.

### Ethics statement

All animal experiments were conducted in strict compliance with international ethical guidelines and relevant regulations. The study was approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Science and Technology of China (Approval No.: USTCACUC26120122066). All procedures were performed at the Animal Facility Center of the University of Science and Technology of China, and strictly followed the Guide for the Care and Use of Laboratory Animals (8th Edition) for housing, husbandry, anesthesia, surgery, and general animal care. Euthanasia was performed in accordance with the AVMA Guidelines for the Euthanasia of Animals (2020 Edition). All efforts were made to minimize the number of animals used and to avoid unnecessary discomfort or harm. The design and reporting of animal experiments also adhered to the ARRIVE Guidelines 2.0 to ensure transparency and reproducibility.

### Experimental protocol

To induce diabetes, a single intraperitoneal injection of 60 mg/kg streptozotocin (STZ) was administered to the rats that had fasted for at least four hours but were allowed access to water. Prior to injection, STZ was quickly dissolved in sodium citrate buffer (pH 4.5, 50 mM) at a final concentration of 20 mg/ml, and the injection was completed within five minutes. An equal volume of sodium citrate buffer (vehicle) was injected into the age-matched control rats. After the injection, the rats were provided free access to food and 10% (w/v) sucrose water for 48 hours, after which the sucrose solution was replaced with regular water. A glucometer (Roche, Switzerland) was used to measure blood glucose levels in tail vein blood samples from 6-hour fasted rats to confirm STZ-induced hyperglycemia. Rats with blood glucose levels exceeding 16.7 mmol/l were selected for this study. At the end of each experiment, blood glucose levels and body weights were recorded. According to the modeling method and blood glucose levels, the rats were ultimately divided into a diabetes group (n = 8) and a control group (n = 8).

### Von Frey filament test

Six weeks post-STZ injection, calibrated von Frey filaments were used to assess the mechanical withdrawal threshold of the rats. To acclimatize the animals to the testing environment, each rat was individually placed in a transparent plastic chamber on a wire mesh grid for at least 30 min. The mechanical withdrawal threshold was then tested via von Frey filaments applied to the mid-plantar surface of bilateral hind paws separately. The pressure from the von Frey filament was gradually increased until a positive response was observed, as indicated by the rat withdrawing or licking its paw. The withdrawal threshold was assessed every 10 minutes, and the mean withdrawal threshold was calculated from three applications. The average value of the bilateral hind paw thresholds was calculated as the final mechanical withdrawal threshold for each rat. The experimenters were blinded to group identity during the testing and quantitative analyses.

### Central amygdala tissue collection

The rats were deeply anesthetized and euthanized by an intraperitoneal injection of a lethal dose of pentobarbital sodium (150 mg/kg). Death was verified by the cessation of respiration, heartbeat, and loss of pedal withdrawal reflexes. After death was verified, brain tissues were dissected and collected for further processing. The brains were placed in cold, oxygenated artificial cerebrospinal fluid (aCSF) (95% O2/5% CO2, 124 mM NaCl, 24 mM NaHCO3, 12.5 mM glucose, 2.5 mM KCl, 1.25 mM NaH2PO4, 2 mM CaCl2, 1 mM MgCl2, 5 mM HEPES, pH 7.4, 300–310 mOsm) and sliced into 300-μm-thick coronal sections via a vibratome (Leica VT1000 S). Bilateral CeA was microdissected under a dissecting microscope in accordance with the rat brain stereotaxic coordinates (coordinates from bregma: anterior/posterior, −2.6 mm; medial/lateral, ± 4.2 mm; dorsal/ventral, −6.1 mm) using 14- or 12-gauge metal needles^17^. Tissue samples were collected in sterile tubes, rapidly frozen in liquid nitrogen, and then transferred to a −80 °C freezer for subsequent analysis.

### RNA extraction, library construction and sequencing

Total RNA was extracted via a TRIzol reagent kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA quality was assessed via an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and confirmed via RNase-free agarose gel electrophoresis. Following RNA extraction, eukaryotic mRNA was enriched via oligo (dT) beads. The enriched mRNA was then fragmented into short fragments via fragmentation buffer and reverse transcribed into cDNA via the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB #7530, New England Biolabs, Ipswich, MA, USA). The purified double-stranded cDNA fragments were end-repaired, a base was added, and the fragments were ligated to Illumina sequencing adapters. The ligation reaction mixture was purified via AMPure XP beads (1.0X). Ligated fragments underwent size selection through agarose gel electrophoresis and were then amplified via polymerase chain reaction (PCR). Three biological replicates were randomly selected from each group of rats for the following sequencing experiment. The resulting cDNA library was sequenced via an Illumina NovaSeq 6000 system by Gene Denovo Biotechnology Co. (Guangzhou, China).

### Transcriptomic Data processing

Raw reads obtained from sequencing machines contained adapters or low-quality bases, which could impact subsequent assembly and analysis. Therefore, to obtain high-quality clean reads, the data were filtered via fastp (version 0.18.0)^18^. The filtering parameters were as follows: 1) removal of reads containing adapters; 2) removal of reads with more than 10% unknown nucleotides (N); and 3) removal of low-quality reads containing more than 50% low-quality bases (Q value ≤ 20). Short reads were aligned to the ribosomal RNA (rRNA) database via Bowtie2 (version 2.2.8)^19^. Reads mapped to rRNA were subsequently removed, and the remaining clean reads were used for assembly and gene abundance calculation. An index of the reference genome was created, and paired-end clean reads were mapped to the reference genome via HISAT2 (version 2.4)^20^ with “-rna-strandness RF” and other parameters set to defaults. The mapped reads of each sample were assembled via StringTie v1.3.1^21,22^ via a reference-based approach. For each transcription region, a Fragments Per Kilobase of transcript per Million mapped reads (FPKM) value was calculated to quantify expression abundance and variations via RSEM software^23^. Correlation of two parallel experiments provides the evaluation of the reliability of experimental results as well as operational stability. The correlation coefficient between two replicas was calculated to evaluate repeatability between samples. The closer the correlation coefficient gets to 1, the better the repeatability between two parallel experiments. Principal Component Analysis (PCA) was performed with R package gmodels (http://www.r-project.org/).

### Statistical analysis

Body weight, fasting blood glucose levels and mechanical withdrawal thresholds assessed via the von Frey filament test were compared between the two groups. The normality of the data was first assessed using the Shapiro-Wilk test. The results indicated that all three parameters were normally distributed in both the control and diabetic groups (all *P* > 0.05). Therefore, independent-samples t-tests were used for intergroup comparisons, and data are presented as the mean ± SEM. All statistical analyses were performed using SPSS version 22.0 (SPSS, Inc., Chicago, IL, USA). A two-tailed *P* value < 0.05 was considered statistically significant.

## Data Records

Raw sequencing data have been deposited into the NCBI Sequence Read Archive (SRA) database under BioProject accession number PRJNA1192570^24^, with the detailed correspondence of sequencing libraries, individual read sets and their accession numbers provided in Table 1. The transcriptomic dataset, including raw gene read counts and FPKM values, has been deposited in the NCBI Gene Expression Omnibus (GEO) and is publicly available under accession number GSE322631^25^. The transcriptomic dataset has also been deposited in figshare^26^.

**Table 1:** Sequencing libraries, GEO/SRA/BioSample accessions for RNA-seq data of the central amygdala in rats.

Experimental Group	GEO Sample Accession	Library ID	SRA Run Accession	BioSample Accession	Sample Label
Control (rep1)	GSM9555834	c_4	SRR31560019	SAMN45115539	c4
Control (rep1)	GSM9555833	c_5	SRR31560018	SAMN45115540	c5
Control (rep1)	GSM9555835	c_6	SRR31560017	SAMN45115541	c6
Diabetic (rep1)	GSM9555838	s_3	SRR31560016	SAMN45115542	s3
Diabetic (rep2)	GSM9555837	s_4	SRR31560015	SAMN45115543	s4
Diabetic (rep3)	GSM9555836	s_5	SRR31560014	SAMN45115544	s5

## Technical Validation

### Characteristics of the animal model

STZ injection successfully induced diabetes in rats, as compared with the control group (Fig. 1a, Table 2). This was evidenced by a significant reduction in body weight [diabetic vs. control: 288.52 ± 8.23 g vs. 441.61 ± 9.00 g, *P* < 0.001; Fig. 1b] and a marked increase in fasting blood glucose levels [diabetic vs. control: 23.70 ± 1.49 mmol/L vs. 6.31 ± 0.23 mmol/L, *P* < 0.001; Fig. 1c]. Six weeks after STZ injection, diabetic rats exhibited behavioral signs of neuropathic pain, as indicated by a significant decrease in the mechanical withdrawal threshold in the von Frey test [diabetic vs. control: 7.88 ± 0.75 g vs. 19.48 ± 2.44 g, *P* < 0.001; Fig. 1d].

**Fig. 1:**
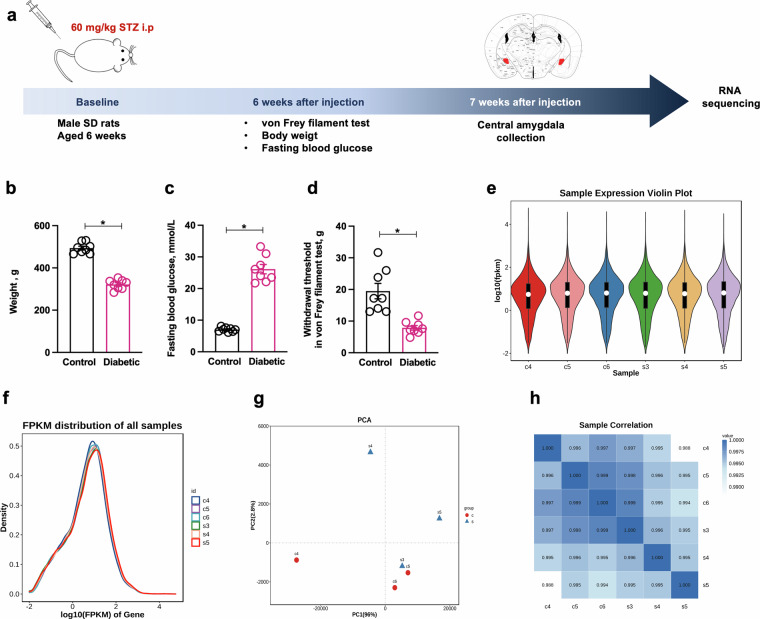
Study design and expression characteristics of the transcriptome. (**a**) Study design: A single dose of 60 mg/kg STZ was intraperitoneally injected into male SD rats. Rats with blood glucose levels greater than 16.7 mmol/l were selected for further study. Six weeks after STZ injection, calibrated von Frey filaments were used, and the rats were weighed and fasted for blood glucose testing. At the end of the experiment, the central amygdala was collected, and total RNA was extracted. The cDNA library was sequenced via an Illumina NovaSeq 6000 platform. (**b**–**d**) Body weight, fasting blood glucose, and mechanical withdrawal threshold in control and diabetic rats. Data are presented as mean ± SEM. Statistical analysis was performed using independent-samples t-tests. * indicates *P* < 0.05. (**e,f**) Gene expression abundance. (**g**) Principal component analysis. (**h**) Correlation heatmap analysis. c: control group; s: diabetic group.

**Table 2:** *In vivo* experimental data of rats.

Experimental Group	Replicate	Withdrawal threshold on the von Frey test	Weight (g)	Fasting blood glucose (mmol/L)
Control	c1	13	476.4	7.6
Control	c2	26	530.3	7
Control	c3	23.8	465.7	8.1
Control	c4	17.2	465.6	7.3
Control	c5	14	502.2	6.1
Control	c6	17.2	484.8	6.5
Control	c7	13	528	6.4
Control	c8	31.7	496	7.1
Diabetic	s1	7	305.4	26.1
Diabetic	s2	11.7	337.4	33.3
Diabetic	s3	8.8	302.3	24
Diabetic	s4	6.4	340	31
Diabetic	s5	4.8	331.1	23.5
Diabetic	s6	7.2	283.8	27.4
Diabetic	s7	9.6	353.9	21.7
Diabetic	s8	7.6	319.5	22.1

### Quality control of transcriptome sequencing and gene analysis

To ensure the quality of sequencing data, we performed filtering of low-quality reads to obtain clean reads. 

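RNA from the central amygdala of 3 control rats (c4, c5 and c6) and 3 diabetic rats (s3, s4 and s5) was analysed, with 1 library per rat. The diabetic rats had received 60 mg/kg of streptozotocin, a compound that destroys the insulin-producing cells of the pancreas, and the control rats had received the buffer alone. The text places the collection 6 weeks after the injection, and Fig. 1a places it at 7 weeks. Libraries are named here by rat, because the replicate numbers of Table 1 and of the sample labels were different. The authors deposited 2 tables, with the RSEM estimate of the number of fragments per gene and the FPKM value per gene. The estimates are called raw counts, but between 1307 and 1401 values per library were not whole numbers, as arises when RSEM divides a fragment between genes. They were rounded before any count test. The table of counts held 22001 genes and the table of FPKM values 22042 genes, including all genes of the first.
The counts summed to 12990611 in c4, 13256463 in c5 and 12070493 in c6, with a median of 12990611. In the diabetic rats they summed to 16061760 in s3, 14972538 in s4 and 15555192 in s5, with a median of 15555192. Each diabetic library was therefore deeper than each control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 rats against 3 allow). With 2 reads per fragment, the counts made up 67.5% ± 0.312 (SD, n = 3) of the paper's clean reads of Table 3 in control rats and 66.3% ± 1.67 (SD, n = 3) in diabetic rats, a difference within the spread between rats (exact permutation test, two-sided, p = 0.4). Relative to the paper's uniquely mapped reads, the shares were 74.8% ± 0.494 and 74.8% ± 0.652 (SD, n = 3 each). The 13 mitochondrially encoded genes took 26.6% of the counts in c4, 16.5% in c5, 17.8% in c6, 17.1% in s3, 19.8% in s4 and 13.4% in s5. This share enters every FPKM value, since FPKM is relative to all mapped fragments of a library.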

As shown in Table 3, the average proportion of clean data was 99.61% (range: 99.57–99.67%), with an average adapter content of 0.03% (range: 0.03–0.04%) and an average low-quality read proportion of 0.36% (range: 0.30–0.39%). Subsequently, we analyzed the base quality of the clean reads. The average proportion of AF_Q20 (bases with quality score ≥ 20) was 97.22% (range: 97.12–97.30%), and the average proportion of AF_Q30 (bases with quality score ≥ 30) was 92.41% (range: 92.20–92.61%). The proportion of AF_N (ambiguous bases) was 0 across all samples, and the average AF_GC (guanine-cytosine content) was 48.25% (range: 47.54–48.66%). These results indicate that the sequencing data exhibited high base quality. We further conducted sequence alignment analysis. For rRNA mapping, the average proportion of mapped reads was 1.71% (range: 1.25–2.22%), suggesting that rRNA contamination had been effectively reduced to an appropriate level. We used the HISAT2 software for alignment against the reference genome. The average proportion of total mapped reads was 95.37% (range: 93.14–96.24%), indicating high sequencing data quality and good consistency with the reference genome. In the alignment statistics for reference regions, the average proportion of reads mapped to exon regions was 76.28% (range: 75.72–76.68%), to intron regions was 6.55% (range: 6.25–7.08%), and to intergenic regions was 17.18% (range: 16.88–17.39%).

**Table 3:** Quality control of transcriptomic data.

Sample	Clean Reads	Q20 (%)	Q30 (%)	GC (%)	rRNA (Bowtie2) Mapped (%)	Reference Genome (HISAT2) Mapped (%)	Reference Genome (HISAT2) Uniq Mapped (%)
c4	38368218	97.23	92.45	47.54	2.11	96.23	89.92
c5	39189850	97.23	92.44	48.66	1.25	96.19	90.42
c6	35952854	97.3	92.61	48.33	1.61	96.24	90.35
s3	48511898	97.12	92.2	48.29	1.56	94.29	88.51
s4	46277156	97.17	92.29	48.13	2.22	93.14	87.3
s5	45728352	97.29	92.46	48.54	1.52	96.1	90.2

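In the deposited counts, 17080 of 22001 genes (77.6%) had a count above 0 in at least 1 of the 6 libraries, and 14339 genes (65.2%) had one in all 6. Per library, 15547 genes were detected in c4, 15585 in c5, 15570 in c6, 15585 in s3, 15698 in s4 and 15623 in s5. The mean was 15567 ± 19.1 (SD, n = 3) in control rats and 15635 ± 57.5 (SD, n = 3) in diabetic rats (exact permutation test, two-sided, p = 0.2). Part of the total came from single fragments, as 816 genes were detected in 1 library only, with a median count of 1 there. A minimum FPKM of 1, applied to the 22042 genes of the FPKM table, moved the total most, to 13007 genes, and a minimum of 10 counts gave 14294 genes. After the counts were thinned at random to the total of the smallest library, 16978 genes were detected in at least 1 library. The difference between the groups depended on the setting. With a minimum of 10 counts, the means were 13333 in control and 13528 in diabetic rats (exact permutation test, two-sided, p = 0.1, the smallest possible). After thinning they were 15515 ± 30.3 and 15472 ± 86.2 (SD, n = 3 each), with the sign reversed (exact permutation test, two-sided, p = 0.5).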

A total of 17,116 known genes were detected in the sequencing, accounting for 77.62% of the reference genome. The average proportion of genes with 80–100% coverage was 78.61% (range: 77.48–79.35%, Table 4).

**Table 4:** Detection of known genes and distribution of gene coverage percentages.

Sample	Sequenced Total Genes Number (%)	0–20% Gene coverage (%)	20–40% Gene coverage (%)	40–60% Gene coverage (%)	60–80% Gene coverage (%)	80–100% Gene coverage (%)
c4	15578 (70.65%)	4.70	5.03	5.36	7.43	77.48
c5	15619 (70.83%)	4.44	5.05	4.96	7.14	78.41
c6	15602 (70.76%)	4.45	4.95	5.22	7.10	78.28
s3	15614 (70.81%)	4.42	4.87	4.73	6.77	79.21
s4	15720 (71.29%)	4.16	4.86	4.98	7.11	78.90
s5	15654 (70.99%)	4.34	4.43	4.83	7.06	79.35

### Expression characteristics of the transcriptome

Read alignment to the reference genome was performed using HISAT2, followed by transcript reconstruction with StringTie and gene expression quantification with RSEM. Gene expression levels were calculated as FPKM values for each sample. 

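Among genes with an FPKM value above 0, the median FPKM was 5.52 in c4, 6.25 in c5, 6.37 in c6, 6.20 in s3, 5.94 in s4 and 6.47 in s5. The mean of the log10 medians was 0.781 ± 0.0338 (SD, n = 3) in control rats and 0.792 ± 0.0186 (SD, n = 3) in diabetic rats, a difference smaller than the spread between rats (exact permutation test, two-sided, p = 0.7). The lowest median belonged to c4, the library with the largest mitochondrial share. The ratio of the highest to the lowest median was 1.17. It was 1.05 when each library was rescaled to its counts outside the mitochondrially encoded genes. In every library the gene with the highest FPKM was Mt-co1, from 31126 in s5 to 56843 in c4.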

Expression distribution plots were constructed to characterize the global transcriptomic profiles across all samples (Fig. 1e,f). PCA was performed to assess the global distribution and similarity of all samples based on genome-wide gene expression profiles. The PCA scatter plot (Fig. 1g) presents the distribution of individual biological replicates; each dot represents one sample, and the x- and y-axes correspond to principal component 1 (PC1) and principal component 2 (PC2), which represent the top two sources of variance in the transcriptomic data. 

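Centred and unscaled principal components were computed from the FPKM values of all 22042 genes. PC1 held 96.03% of the variance and PC2 2.78%. On PC1, c4 scored 27450 and s5 scored -16776, and the other rats lay between them, with -7036 for c5, -2961 for c6, -5255 for s3 and 4579 for s4. The sign of a component is arbitrary. The scores did not separate the groups (exact permutation test, two-sided, p = 0.5). The mitochondrially encoded genes carried 98.9% of the squared loadings of PC1. Mt-co1 alone carried 35.5%, Mt-co3 18.8%, Mt-co2 10.2%, Mt-atp6 10.0% and Mt-cyb 8.47%. The FPKM of Mt-co1 was 44077 ± 11080 (SD, n = 3) in control rats and 37820 ± 7301 (SD, n = 3) in diabetic rats. On log2(FPKM + 0.1), the setting that moved PC1 most, its share was 28.8%. On the log2 CPM (counts scaled to a common library size) of 13454 genes, with edgeR's TMM normalization, PC1 held 32.5% and PC2 25.3% of the variance. There the 3 diabetic rats scored between 14.2 and 33.4 on PC1 and the 3 control rats between -39.7 and -8.27 (exact permutation test, two-sided, p = 0.1, the smallest possible). PC1 also separated the groups on log2(FPKM + 0.1), but not on log2(FPKM + 1) (exact permutation test, two-sided, p = 0.2) or with each gene scaled to unit variance (p = 0.4). It did not separate them on FPKM without the mitochondrially encoded genes or without the 10 genes with the highest mean FPKM either (exact permutation test, two-sided, p = 0.6 for each).

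**Figure D1:**
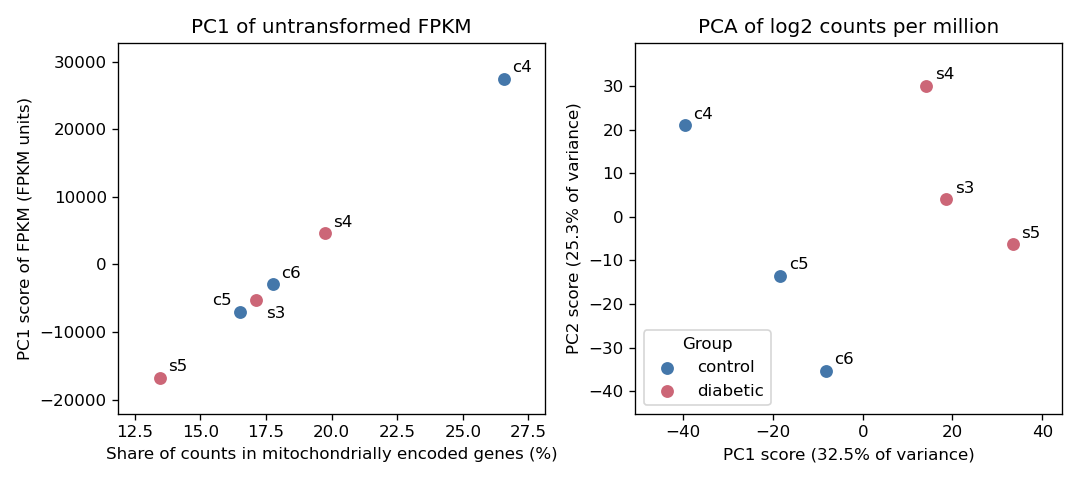
Left, the PC1 score of untransformed FPKM (in FPKM units) against the share of counts in mitochondrially encoded genes (percent), 1 point per library: c4 has both the highest share, 26.6%, and the highest score, and s5 has the lowest of both. Right, PC1 and PC2 scores of log2 CPM, where all 3 diabetic libraries lie to the right of the 3 control libraries. Blue points are control rats and red points diabetic rats.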

Samples from the control and diabetic groups are labeled with distinct colors for visualization. 

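Over all 22042 genes, Pearson's r of FPKM for the 15 pairs of libraries ran from 0.988 between c4 and s5 to 0.999 between c6 and s3, a control and a diabetic rat. The mean r was 0.997 within control rats, 0.995 within diabetic rats and 0.995 between the groups. The excess of the within-group mean over the between-group mean was 0.00137, and 2 of the 10 splits of the libraries into 3 and 3 gave one as large (exact permutation test, one-sided, p = 0.2). Without c4 the excess was 0.000256, and without s3 it was 0.00316. These coefficients are across genes, which are not independent replicates. With the mitochondrially encoded genes left out, the lowest r was 0.941, again between c4 and s5, and the highest was 0.989, between c6 and s5. On log2 CPM the coefficients ran from 0.954 to 0.979, and the within-group excess of 0.00731 was matched by no other split (exact permutation test, one-sided, p = 0.1, the smallest possible). The paper's methods reason that the closer a coefficient is to 1, the better the repeatability between parallel experiments.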

Pearson correlation coefficients were calculated between samples to assess the consistency and repeatability of gene expression profiles across all biological replicates (Fig. 1h).

## Usage Notes

This dataset provides a transcriptomic resource of the CeA in a rat model of diabetes-associated neuropathic pain. This transcriptomic resource can support investigations on the central mechanisms of PDN.

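The genes of cell types and pathways that the paper names were present in all 6 libraries. The FPKM of Sst, which encodes somatostatin, was 359.9 ± 54.3 (SD, n = 3) in control rats and 367 ± 130.0 (SD, n = 3) in diabetic rats. That of Prkcd, which encodes a protein kinase C and marks another class of CeA neurons, was 9.12 ± 1.06 and 12.7 ± 5.36 (SD, n = 3 each). For the GABA-synthesizing enzymes, the FPKM of Gad1 was 115.6 ± 7.39 and 196.6 ± 38.5, and that of Gad2 was 100.1 ± 29.8 and 181 ± 51.2 (SD, n = 3 each). The counts of Gad1 were higher in each diabetic rat than in each control rat, with a log2 fold change of 0.69 (standard error 0.153, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass 0.05. The DESeq2 Wald test was the only alternative in which Gad1 and Gad2 passed, with Benjamini-Hochberg adjusted p values of 0.00214 and 0.0392. Over all alternatives to the edgeR test, the adjusted p ran up to 0.369 for Gad1 and 0.559 for Gad2. For the polyol pathway, Akr1b1 had a log2 fold change of 0.060 (standard error 0.130, adjusted p = 0.890 in the same edgeR test). Sord had one of -0.14 (standard error 0.127, adjusted p = 0.696 in edgeR). Neither passed 0.05. The sign of Akr1b1 was not stable, with log2 fold changes from -0.068 to 0.16 when each rat was left out in turn.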

Several limitations of this dataset should be considered for future reuse. 

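With 3 rats per group, edgeR's quasi-likelihood test was run on the 13454 genes with enough counts for it. After Benjamini-Hochberg adjustment 8 genes had a p under 0.05, of which 5 were higher and 3 lower in diabetic rats, and 1588 genes had an unadjusted p under 0.05. The 3 diabetic rats lay all above or all below the 3 control rats for 17.5% of the genes, where chance gives 10%. Other splits of the 6 rats into 3 and 3 came close, as 16.6% of the genes were separated and 1356 had an unadjusted p under 0.05 when c4, c5 and s4 were set against c6, s3 and s5. Over the other splits the separated share ran from 3.81% to that value. The gene Apold1 fell from 39.5 ± 19.4 CPM (SD, n = 3) in control rats to 2.08 ± 0.234 (SD, n = 3) in diabetic rats, a log2 fold change of -4.23 (standard error 0.362, adjusted p = 0.0136 in edgeR). Cpne1 had at most 0.08 counts in a control rat and between 321 and 607 in the diabetic rats, at least 125-fold higher when set against a floor of 3 counts. Its estimate is uncertain, since it overlaps Rbm12, whose counts fell where those of Cpne1 rose, and the summed counts of both genes gave a log2 fold change of -0.039. The other genes were Iqgap3, Actn2, Mctp1 and Foxp1, with log2 fold changes between 1.09 and 2.06, and Pappa2 and Tmem163, with -3.54 and -1.32 (adjusted p = 0.0421 in edgeR for each). The calls depended on the setting to different degrees. Of 15 other settings with all 6 rats, Apold1 passed 0.05 in 15, Mctp1 in 12, Foxp1 and Iqgap3 in 10 each, and Actn2 and Tmem163 in 9 each. Pappa2 passed in 11 of the 14 settings that tested it, and Cpne1 in 12 of 13. Of the 6 fits that each left out 1 rat, Apold1 and Cpne1 passed in 5, Iqgap3 in 2, Mctp1, Foxp1 and Pappa2 in 1 each, and Actn2 and Tmem163 in 0. The direction of these genes other than Cpne1 was the same in all of these fits.
The number of genes moved most with the DESeq2 Wald test, which gave 355 genes. With 1 rat left out in turn it ran from 0 genes without s4, where 1534 genes had an unadjusted p under 0.05, to 25 genes without s5. In data simulated from these libraries, the edgeR test recovered 12 of 67 genes changed 1.5-fold (17.9%), 40 of 67 changed 2-fold (59.7%) and 59 of 66 changed 4-fold (89.4%), with 13 calls among unchanged genes. Changes of 1.5-fold were thus mostly missed in the simulation with this number of rats. It drew each gene independently, without the variation that genes share between rats, so its rates need not hold for these libraries. In the libraries themselves, some genes with larger estimated changes were not called. Examples are Gpr6, with a log2 fold change of 2.81 (standard error 0.537, adjusted p = 0.113 in edgeR), and Adora2a, with 2.27 (standard error 0.413, adjusted p = 0.103 in edgeR). Both were listed as genes of striatal neurons. More striatal tissue in some dissections remains a candidate explanation for them, so they may not reflect an effect of diabetes.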

First, the RNA-seq analysis includes only three biological replicates per group, which may limit the statistical power of subsequent differential expression analysis. 

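The Y-linked genes Eif2s3y and Kdm5d were expressed in all 6 libraries. Eif2s3y had between 749 and 1208 counts, with an FPKM of 35.8 ± 0.960 (SD, n = 3) in control rats and 38.0 ± 5.62 (SD, n = 3) in diabetic rats. Kdm5d had between 254 and 482 counts, with an FPKM of 5.12 ± 1.47 and 5.09 ± 0.586 (SD, n = 3 each). The Y-linked Ddx3y had at most 7 counts in a library and Usp9y had 0 counts in each. Xist, which is transcribed from the inactive X chromosome of females, was not analysed here, nor were Uty and Sry.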

Second, only male rats were included, so the dataset does not capture potential sex differences in CeA transcriptomic profiles related to diabetic neuropathic pain. Third, CeA samples were collected at a single time point (six weeks post-STZ injection), providing a static snapshot of transcriptomic alterations rather than dynamic changes during disease progression.

All raw and processed data in this study are publicly available in standard public repositories, as detailed in the Data Records section, and can be accessed and reused in compliance with the corresponding repository data usage policies.

## Data Availability

No custom code was used to generate or process the data described in this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

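RNA from the central amygdala of 3 control and 3 streptozotocin-treated diabetic male rats was sequenced with 1 library per rat. According to the paper, the authors filtered the reads with fastp, removed reads that mapped to ribosomal RNA with Bowtie2, aligned the rest with HISAT2, assembled transcripts with StringTie and quantified genes with RSEM. The genome build and annotation release are not named in the paper's text. The authors deposited 1 table of estimated counts per gene, which are not normalized and not all whole, and 1 table of FPKM values, normalized by the authors for gene length and for the mapped fragments of each library. Among 3801 genes with at least 500 counts in every library, 92.2% of the ratios of count to FPKM lay within 1% of one factor per library. Both tables end within the annotation of their last gene, and hold 22001 and 22042 genes, while the paper's number and percentage of detected genes correspond to 22051. The rest was not analysed here. Every per-sample column belonged to one of the 6 rats, and every gene carried an Ensembl identifier, so that leaving out or adding newly assembled loci changed nothing and was not run as a separate alternative.

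Each column was assigned to a rat by the library name in the sample labels. Estimated counts were rounded. Differences between the groups were tested with edgeR 4.0.16 in R 4.3.3, with the default filter on low counts, TMM normalization and the quasi-likelihood test, two-sided, with a Benjamini-Hochberg adjusted p threshold of 0.05. The paper's text names no test for differential expression. All 6 libraries entered the fit without covariates. The biological coefficient of variation was 0.193. A set of gene lists for cell types and pathways was written before the data were examined and tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes. Lists with at least 3 tested genes entered, which left 19. Symbols were matched to older names through the RefSeq table of the GRCr8 assembly, which was also used to see that Cpne1 and Rbm12 overlap, and none of its coordinates were used. Single values per library were compared by exact permutation tests, where 3 against 3 rats cannot give a p under 0.1. Principal components were centred and not scaled. The edgeR script was tested on simulated data with known changes. Random gene lists were drawn 10000 times, matched on mean expression, and draws that repeated a gene were dropped.

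The genes named in the text were chosen by a rule written before the data were examined. They are up to 5 higher and 5 lower genes with the smallest p among those with an adjusted p under 0.05, fully separated groups and a mean CPM of at least 1; genes of the lists with an adjusted p under 0.05; Sst, Prkcd, Akr1b1, Sord, Gad1, Gad2, Xist and Y-linked genes; and the 5 genes with the largest squared loading on PC1. Rbm12 and single genes of the lists were named after their values were seen.

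The alternatives were DESeq2 1.42.0 size factors and its Wald test, limma voom with quality weights, other filters, counts thinned to the smallest library, robust dispersions, a test against a 1.2-fold change, limma on log2 FPKM with a pseudocount of 1 or 0.1, the replicate number as a block, and each rat left out. Added after seeing the data were the removal of genes with non-whole counts, the summing of Cpne1 and Rbm12, an offset for gene length, thinned counts for the lists, and each rat left out for the detected genes and the FPKM medians. Gene length came from the ratio of count to FPKM and was available for 100% of the tested genes. GC content was not tested. Intervals and floors cover counting error only.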

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

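The paper reports no comparison of gene expression between the groups, and the results here are signals in data that it did not analyse. The tests of explanations were chosen after the results were seen.

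Between diabetic and control rats, 8 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, which was the real one. The other splits gave 0 genes or 1 gene. With 10 splits a share under 0.1 cannot be reached, so the number of splits by itself does not decide whether the grouping by chance gave these genes. The diabetic libraries were deeper, but 7 of the 8 genes kept their adjusted p under 0.05 after all libraries were thinned to the smallest total, which argues against depth for these. Foxp1 just missed 0.05 after thinning (adjusted p = 0.0521 in edgeR), but its log2 fold change was still 1.59 (standard error 0.201), so depth does not account for the change either. Of the 7 genes other than Cpne1, 0 had a non-whole count in any library, which argues against reads divided between genes. With an offset for gene length, added after seeing the data, the 4 genes Apold1, Iqgap3, Pappa2 and Cpne1 kept their adjusted p under 0.05. Actn2, Mctp1, Foxp1 and Tmem163 did not, with adjusted p values in edgeR between 0.0505 and 0.0954. Their log2 fold changes with the offset were 1.03, 1.52, 1.54 and -1.39, each within 1 standard error of the value without it. The smallest, for Actn2, had a standard error of 0.137. A gene length bias therefore does not account for these changes. Without s4, 0 genes had an adjusted p under 0.05 in edgeR, and 1534 had an unadjusted p under 0.05. An effect of diabetes on these genes is untested beyond this comparison.

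Cpne1 may be a product of the counting. Its counts were 0.03, 0.05 and 0.08 in c4, c5 and c6 and 607, 516 and 321 in s3, s4 and s5, while those of the overlapping Rbm12 were 480, 522 and 546 against 91.6, 0.14 and 409. The log2 fold change of the summed counts was -0.039 (adjusted p = 0.925 in edgeR), as reads divided between genes would give. A change in the transcripts used at this locus in diabetic rats would also leave the sum unchanged, and was not tested.

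The fall of Apold1 was larger than that of the endothelial list, in which the gene that fell most had a log2 fold change of -1.10 against -4.23 for Apold1. Fewer endothelial cells in the diabetic samples therefore do not account for the whole of it. An immediate early response at collection cannot be told apart from an effect of diabetes, since the immediate early list had a median log2 fold change of -0.28 with genes going both ways. Of its 12 genes, 3 were higher in diabetic rats. Btg2 and Dusp1, with log2 fold changes of -2.31 and -1.25, were lower in each diabetic rat than in each control rat. Npas4, with 0.96, was higher in each.

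Of 19 gene lists, 11 had an adjusted p under 0.05 in camera with a preset correlation. Under fry and under camera with an estimated correlation 0 lists did, with 4 and 2 lists at an unadjusted p under 0.05. In the preset test the other splits of the libraries gave between 4 and 11 lists, and 2 of the 10 splits gave as many as the real one, so the number of lists cannot be told apart from an effect of the grouping. With the 168 tested genes of all lists pooled into a single list, 26 had a p under 0.05 adjusted over the list alone and 0 adjusted over all genes tested. The higher lists were striatal neurons (median log2 fold change 1.71, adjusted p = 2.88e-23), glucocorticoid response (0.58, adjusted p = 3.96e-06), CeA neuropeptides and markers (0.36, adjusted p = 1.41e-05) and GABAergic neurons (0.59, adjusted p = 0.000755), all in camera of limma. In the CeA list 10 of 14 genes were higher. Only Penk, Isl1 and Pdyn had a p under 0.05 in edgeR, adjusted over the list alone. Their log2 fold changes were 1.34, 2.03 and 1.75. Penk, Pdyn and Calcrl are also in the list of pain-related receptors and ligands, so these lists are not independent. That list passed as higher as well (adjusted p = 0.0275 in camera of limma). However, 7 of its 14 genes were higher and the median log2 fold change was 0.0021, so the list did not shift as a whole. Adjusted over the list alone, 3 genes had a p under 0.05 in edgeR. These were Pdyn, Penk and Ramp1, with log2 fold changes of 1.75, 1.34 and 0.92. The largest fall was that of Bdnf, with -1.29. The lower lists were endothelial cells (-0.84, adjusted p = 4.33e-05), cortical and basolateral glutamatergic neurons (-1.53, adjusted p = 9.04e-05), microglia (-0.48, adjusted p = 0.000127), interferon response (-0.51, adjusted p = 0.000276), immediate early genes (-0.28, adjusted p = 0.0149) and mitochondrially encoded genes (-0.34, adjusted p = 0.0149), also in camera of limma. The median of the interferon list was the same with 1 gene under the floor set to its bound. Single rats carried several of these lists. Without c4, 7 lists passed. The microglia list, the immediate early genes, the mitochondrially encoded genes and the pain-related list did not, with medians of -0.22, -0.10, 0.0083 and 2.2e-05, and the median of the endothelial list was -0.49. Without s5, the immediate early genes (median 0.089) and the mitochondrially encoded genes (-0.18) did not pass, and the medians of the CeA and microglia lists were 0.0090 and -0.32. Without s4, the median of the CeA list was 0.62, that of the glutamatergic list -2.40 and that of the immediate early genes -1.11. Without c5, the medians of the CeA, glutamatergic and mitochondrial lists were 0.12, -0.81 and -0.54, and without c6 the median of the CeA list was 0.85. The immediate early genes (median -0.026) did not pass without s3 either. The pain-related list also did not pass without c5, s3 or s4, and its median ran from -0.12 to 0.17. The interferon list was also lost with at least 10 counts in every library, where 5 of its 9 genes were tested (adjusted p = 0.158 in camera of limma). Over its alternatives, the adjusted p ran from 0.000148 to 0.336. Apart from the striatal and interferon lists, for which only the real split did, between 2 and 7 of the 10 splits gave each of these lists a p as small. For the striatal list, the unadjusted p in camera was 1.52e-24 for the real split and 1.35e-19 to 0.756 for the others. A very small p in this test is therefore not particular to the real grouping. The remaining lists did not pass, with adjusted p values in limma of 0.0596 for astrocytes, 0.236 for protein kinase C, 0.353 for oligodendrocytes, 0.378 for inflammation, 0.665 for choroid plexus, for insulin and fasting response and for the polyol pathway, and 0.759 for blood.

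All 8 genes of the striatal list were higher in diabetic rats, and all 8 were above 3 counts in every control rat, so the dissected tissue expressed them in both groups. Ppp1r1b, the most abundant, had an FPKM of 186 ± 61.5 (SD, n = 3) in control rats and 704.7 ± 290.0 (SD, n = 3) in diabetic rats. The mean deviations of the list from its mean over all rats were -0.45, -0.81 and -1.27 in c4, c5 and c6 and 1.22, 1.16 and 0.15 in s3, s4 and s5 on the log2 scale. Of the 10 splits, 1 gave as small a p, the smallest share possible, and the grouping stays open. The median log2 fold change was 1.72 after thinning, which argues against depth. A candidate explanation is more striatal tissue in some dissections. All 12 genes analysed of a second striatal list, which was compiled after the data had been examined, were higher as well. All 12 deviated together between rats of the same group more than 99.98% of random lists did. That value is partly circular, because some of these genes had been seen among the genes called without s5. For the 7 genes outside the fits with at most 40 calls it was 97.8%. For the 3 genes that no fit had called it was 88.4%, with a mean correlation of 0.453 against 0.744 at the upper limit of the random lists. The last of these is the test as it was set out, and with 3 genes left it cannot decide, so striatal tissue stays open. It could not be run on the first list, of which every gene was called in some fit. All 8 genes of the first list had a mean within-group correlation of 0.878, against 0.285 at the upper limit of the random lists. For its 5 genes outside the fits with at most 40 calls, the correlation was 0.858 against 0.456. These values go with striatal tissue in some dissections. The endothelial list deviated together as well, with a mean correlation of 0.940, so this measure does not single out striatal tissue. A change within the striatal-like neurons of the CeA in diabetic rats would also raise the list in these rats, and stays open. The correlations pooled the deviations of control and diabetic rats and were not computed for control rats alone. They therefore cannot tell this explanation from striatal tissue.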

How the results depend on the processing

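The number of genes with an adjusted p under 0.05, 8 in edgeR, was 355 with the DESeq2 Wald test (179 higher and 176 lower), 73 with limma voom and quality weights, 21 with no filter on low counts, 2 when tested against a 1.2-fold change and 1 with at least 10 counts in every library, where 0% were higher. All 8 genes were among the calls of the first 3 of these settings, for which the cause was not tested. With at least 10 counts, Cpne1 and Pappa2 were filtered out, and Iqgap3, Actn2, Mctp1, Foxp1 and Tmem163 shared an adjusted p of 0.05001 in edgeR with log2 fold changes of 2.06, 1.09, 1.57, 1.61 and -1.32, so that the fall is one of the filter and of the threshold. With alternatives added after seeing the data, it was 14 without genes that had a non-whole count and 4 with the gene length offset, of which 2 were higher and 2 lower. Without 1 rat in turn it ran from 0 (without s4) to 25 genes (without s5), for which the cause was not tested, and the share of higher genes ran from 50% to 92% in the 5 of these fits that called a gene. The other alternatives gave between 7 and 12 genes.

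The replicate numbers of the labels did not pair the rats. The correlations of deviations from the group means were -0.068, 0.236 and -0.053 for the 3 numbers. With the replicate block 9 genes were called, 4 of them among the 8, and 12 gene lists passed.

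The number of gene lists, 11, was 0 under fry and 0 with an estimated correlation, as the genes of a list are then allowed to vary together. Without 1 rat in turn it ran from 7 (without c4) to 12. The other alternatives gave 10 to 12 lists. With at least 10 counts in every library it was the interferon list that was lost.

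The PC1 share of 96.03% was 34.6% on log2(FPKM + 1), 28.8% on log2(FPKM + 0.1), 32.5% on log2 CPM, 43.0% with scaled genes, 55.0% without the mitochondrially encoded genes and 57.6% without the 10 genes with the highest mean FPKM. It ran from 86.2% (without c4) to 98.3% with 1 rat left out. The within-group excess of the correlation was 0.00731 on log2 CPM, 0.00498 without the mitochondrially encoded genes and 0.00438 without the 10 highest genes. The cause was not tested. The number of detected genes, the FPKM medians and the counts per clean read moved by less than their limits in all alternatives run for them. The share of counts in the most abundant genes was larger with 100 genes in place of 10. It was then 34.1% ± 5.32 in control rats and 30.6% ± 2.79 in diabetic rats (SD, n = 3 each). It still did not follow the groups (exact permutation test, two-sided, p = 0.5).

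Of the named genes, Cpne1 changed sign when summed with Rbm12 (-0.039). Sst, Akr1b1, Kdm5d and Eif2s3y, which also changed sign, had log2 fold changes near 0 in the edgeR fit. Mt-co1, Mt-co2 and Mt-atp6 had -0.31, -0.27 and -0.34 there, and changed sign only without c4. With 1 rat left out the values ran from -0.31 to 0.15 for Sst, -0.068 to 0.16 for Akr1b1, -0.20 to 0.11 for Kdm5d, -0.093 to 0.061 for Eif2s3y, -0.50 to 0.0083 for Mt-co1, -0.48 to 0.095 for Mt-co2 and -0.50 to 0.0099 for Mt-atp6. Akr1b1 was at -0.035 with the length offset, and Kdm5d at 0.018 and 0.027 on log2 FPKM with a pseudocount of 1 and 0.1. Eif2s3y, at 0.0017 in the edgeR fit, was at -0.0045 with DESeq2 size factors, -0.0043 with the Wald test, -0.0065 with voom, -8.4e-05 with at least 10 counts, -0.00019 without mitochondrial genes, -0.0049 thinned, -0.0012 with the block, -0.00033 without non-whole genes and -0.088 with the length offset. Over all named genes, 61 of 433 comparisons were weaker, 2 stronger and 24 reversed.

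For the lists, medians with 1 rat left out ran from -0.36 to 0.053 for astrocytes, -0.20 to 0.017 for oligodendrocytes, -0.23 to 1.32 for choroid plexus, -0.54 to 0.22 for blood, -1.11 to 0.089 for immediate early genes, -0.54 to 0.0083 for mitochondrially encoded genes, -0.14 to 0.072 for insulin and fasting response, -0.12 to 0.17 for pain-related genes and -0.57 to 0.055 for inflammation. The pain-related list was also at -0.0032 with DESeq2 size factors and -0.020 thinned. Over all lists, 29 of 228 comparisons were weaker, 5 stronger and 16 reversed.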

Other observations

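The tests here were chosen after the results were seen, and no biological explanation was tested for these patterns.

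PC1 of the FPKM values may reflect a few very abundant genes. The mitochondrially encoded genes carried 98.9% of its squared loadings. The 10 genes with most counts took 20.7% ± 5.63 (SD, n = 3) of the counts in control rats and 17.0% ± 3.08 (SD, n = 3) in diabetic rats (exact permutation test, two-sided, p = 0.5), so this share did not follow the groups.

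Without s3, the edgeR test called 12 genes, several of which belong to motile cilia. A list of ependymal genes was then compiled, and 7 of its genes were tested. Their summed CPM values were 28.8 in c4, 21.9 in c5, 29.3 in c6, 24.8 in s3, 86.5 in s4 and 68.1 in s5. Dynlrb2 had an FPKM of 0.54, 1.87 and 1.32 in c4, c5 and c6 and of 0.66, 11.3 and 8.64 in s3, s4 and s5. Ependymal tissue in some dissections is a candidate explanation. All 7 genes deviated together within groups more than 99.92% of random lists did, but some of them had been seen among the called genes. For the 5 genes that no fit had called it was 95.7%, with a mean correlation of 0.356 against 0.424 at the upper limit of the random lists, so the test leaves it open.

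Slc17a7, a gene of glutamatergic neurons, had an FPKM of 120.4 in c4, 392.6 in c5, 117.5 in c6, 57.7 in s3, 109.6 in s4 and 36.9 in s5.

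For all 8 rats per group, the paper's Table 2 and its text give different means for 2 of the 3 measures. The mean body weight computed from Table 2 was 321.7 g in diabetic and 493.6 g in control rats, against the paper's 288.52 and 441.61 g. The mean fasting glucose was 26.1 and 7.01 mmol/L, against the paper's 23.70 and 6.31 mmol/L. The standard errors from the table, 8.23 and 9.01 g, and 1.49 and 0.235 mmol/L, were close to the paper's SEM of 8.23 and 9.00 g, and 1.49 and 0.23 mmol/L. The mean withdrawal threshold was 7.89 and 19.5 g, against the paper's 7.88 and 19.48 g.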
